A study of Mus musculus with 10 samples. Its data were reported in "Cell-intrinsic Aryl Hydrocarbon Receptor signalling is required for the resolution of injury-induced colonic stem cells" (2022).

How the data were processed

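Chromatin immunoprecipitation with sequencing (ChIP-seq) of the aryl hydrocarbon receptor (AHR), a transcription factor that enters the nucleus once it binds a ligand, was carried out on mouse colon organoids. Organoids are epithelial cultures grown from intestinal stem cells. They were kept in WENR medium, which holds them in a stem-like, regenerative state, and received 5 nM of the AHR ligand FICZ for 1 hour. The samples were 4 wild type cultures with an AHR ChIP and an input library each, and AHR knockout (KO) organoids with 1 AHR ChIP and 1 input library. How many KO cultures went into those libraries is not stated in their labels, while the study's methods describe biological replicates for both genotypes. Input is sheared chromatin without the antibody step.

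The authors sequenced single-end reads, aligned them to the mouse mm10 assembly (the same sequence as GRCm38) with BWA, marked duplicates with Picard, and called peaks with MACS in its standard settings against input. The deposited values used here are 2 peak lists, 1 for wild type and 1 for the AHR KO. The wild type list covers all wild type cultures together, and no value per culture was analysed here. Each peak has a position and a score. From its values, the score deposited by the authors is a fold enrichment, a ratio of the ChIP pileup plus 1 to the expected background plus 1. It is the authors' own value and was used to describe, rank or filter peaks, to read the background depth of each list, and to count the peaks of both lists above the same minimum. Scores of individual peaks were not compared between the lists, since they depend on depth. How reads that map to several places were handled was not known, which bears on peaks in repeats. The read depth of each library was not analysed here. Positions were treated as counted from 0 at the start, so printed starts have 1 added, and a shift of 1 bp cannot be excluded.

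Background depth was read from the scores. A peak over the genome-wide background has a score that is a whole multiple of a fixed step, and the step equals 1 divided by the background plus 1. The step with the most peaks on it was taken. The smallest peak width was used as the fragment length to give a background per kb.

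Overlap was counted from 1 bp and compared with 1000 random placements of the AHR KO peaks on their own chromosomes outside assembly gaps. The same count from bedtools 2.31.1 was 1884 peaks. Scores of wild type peaks shared with the AHR KO list were compared with the rest by 10000 permutations within deciles of peak width. Sequence was taken from GRCm38 for chromosomes 1 to 19, X and Y, which left out 286 wild type and 58 AHR KO peaks on other sequences. Motifs were counted as words on both strands in the 200 bp around each midpoint. They were TNGCGTG and its core GCGTG for AHR with its partner ARNT, TGASTCA for AP-1 and GGAATG for TEAD, where N is any base and S is C or G. Flanks were 200 bp windows 2 kb to one side that touched no peak of either list, and 119940 wild type pairs were usable. Pairs were compared with an exact binomial test over the pairs that differed, and the lists with Fisher's exact test. The relation of score to motif was tested across peaks with 100000 permutations. Annotation used GENCODE release M21, with promoters from 1 kb upstream to 100 bp downstream of a transcription start. The examples of active targets were compared with 10000 random lists of protein-coding genes matched on gene length. All tests were two-sided except those of overlap and of the gene list, which were one-sided. Shares have 95% Wilson intervals, which cover counting error only. A count of 0 is given with the limit that 3 counts allow. Benjamini-Hochberg adjustment covered the 15 main tests. Peaks are not replicates, so each p-value describes these lists and not the genotypes.

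Lower-case (soft-masked) bases of the genome sequence mark repeats. A window was called a CA repeat when it held at least 3 separate copies of CACACA or TGTGTG. Tandem GGAAT meant at least 3 copies in a row.

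The 30 named genes were fixed before the data were examined. They comprised examples of active targets that the study shows, Wnt regulators, examples of AHR with TEAD, Yap/Tead and fetal-like genes, and differentiation genes. For each, the highest-scoring peak in the gene or within 10 kb was taken, the one with the lower position where scores were equal, together with the 10 highest peaks of each list. The tests and 44 rows of alternatives were also set before the data were examined, and 15 alternatives on repeat content were added afterwards. The definitions of a CA repeat, of tandem GGAAT and of the masked limits, and the reading of background depth from the scores, were also made after the lists had been seen. The p-values of alternatives are not adjusted. The scripts were tested on simulated data, where both of 2 planted background levels were recovered, and 192.8 overlaps above random were found for 200 planted among 500 peaks. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used. Accessibility and expression data were not used here.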

Results

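AHR binding was profiled in FICZ-treated colon organoids to find the sites that depend on AHR, with AHR KO organoids as the control for antibody signal that does not need the protein. The data comprised 4 wild type AHR ChIP libraries with 4 inputs, and 1 AHR KO ChIP library with 1 input. The wild type list held 123652 peaks and the AHR KO list 1931. The wild type list covered 33.2 Mb and the AHR KO list 0.834 Mb. Median peak width was 227 bp in wild type and 299 bp in the AHR KO. The median score, a fold enrichment over background given by the authors, was 5.32 in wild type (quartiles 4.53 and 5.98) and 6.84 in the AHR KO (quartiles 5.999 and 7.77). With 1 AHR KO library, and wild type cultures in a single list, no difference between the genotypes has a replicate check.

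The lists also differed in depth. In wild type, 63809 peaks (51.6%) had scores on whole multiples of 0.332, which corresponds to a background of 2.01 fragments, and their median pileup was 16 fragments. In the AHR KO, 333 peaks (17.2%) lay on multiples of 0.777, a background of 0.287 fragments, with a median pileup of 8. The background per kb was 11.2 fragments in wild type and 1.17 in the AHR KO, a ratio of 9.56, while the number of peaks differed by a ratio of 64.04. Among peaks with a score of at least 10 there were 1314 in wild type and 94 in the AHR KO, a ratio of 13.98. A minimum score at the AHR KO median left 16325 wild type and 966 AHR KO peaks.

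To ask how much of the AHR KO signal recurred in wild type, the lists were intersected. Of the 1931 AHR KO peaks, 1884 overlapped a wild type peak (97.6%, 95% Wilson interval 96.8 to 98.2). On the assembled chromosomes 1826 of 1873 did so, against a mean of 58.1 and a highest value of 83 in 1000 random placements (permutation p = 0.001, the smallest they can give; adjusted p = 0.0019). Asking for a reciprocal overlap of 50% lowered the share to 69.7%, and the largest change came from keeping wild type peaks in the top 10% of scores, at 59.1%. In the other direction, 1864 wild type peaks overlapped an AHR KO peak (1.51%, interval 1.44 to 1.58), which left 121788 that did not. Shared wild type peaks had a median score of 7.68 and the rest 5.32, a difference of 2.37 (permutation p = 0.0001, the smallest possible; adjusted p = 0.00025).

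**Figure D1:**
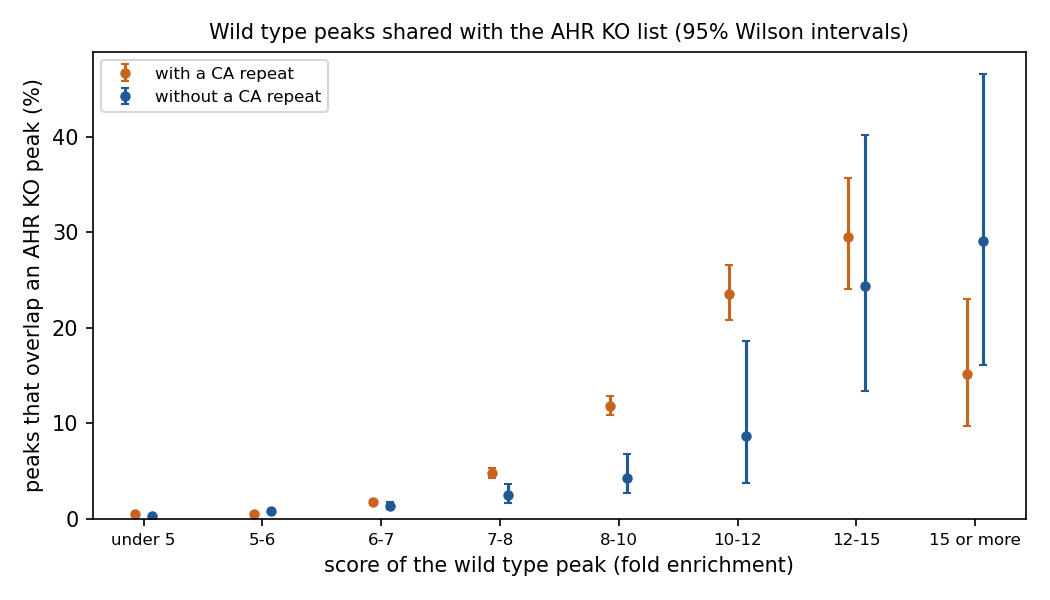
Percent of wild type peaks that overlapped an AHR KO peak (vertical axis) by score in fold enrichment (horizontal axis), for windows with and without a CA repeat, with 95% Wilson intervals. Between scores of 8 and 10 the shares were 11.8% with and 4.26% without a CA repeat, while at 15 or more they were 15.2% and 29.03% with overlapping intervals.

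Most peak windows were repeat sequence. At least 50% of the window was soft-masked in 86.0% of wild type peaks (interval 85.9 to 86.2) and 94.3% of AHR KO peaks (interval 93.2 to 95.3), against 27.3% of wild type flanks and 29.8% of random windows. CA repeats were found in 57.3% of wild type windows (interval 57.01 to 57.56) and 83.7% of AHR KO windows (interval 82.0 to 85.3), compared with 2.84% of flanks and 2.54% of random windows. In wild type 1494 windows (1.21%) were neither masked to that extent nor a CA repeat, and 560 were under 25% masked.

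**Figure D2:**
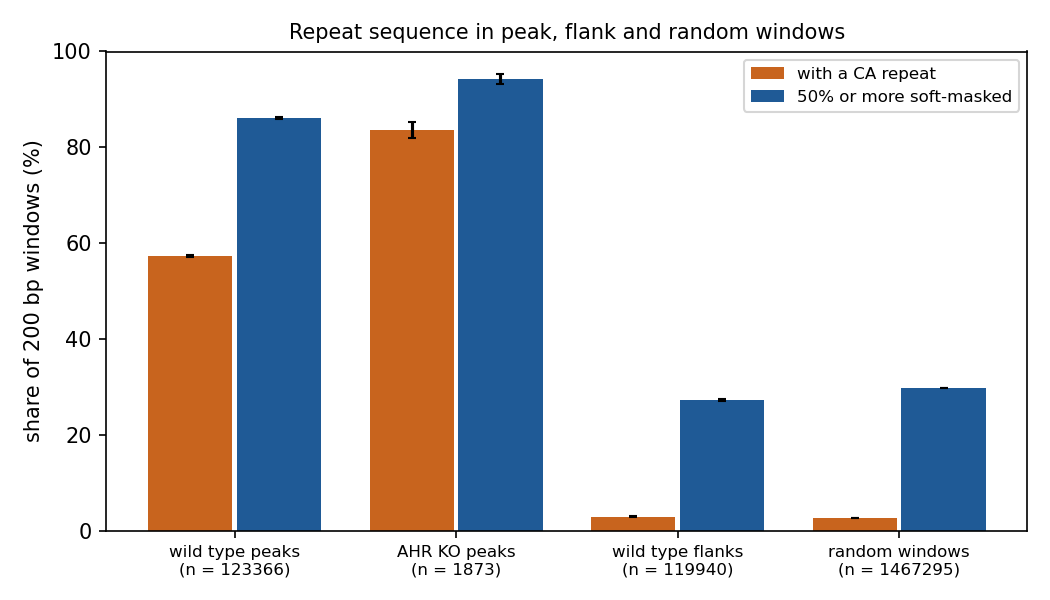
Percent of 200 bp windows (vertical axis) that held a CA repeat or were at least 50% soft-masked, for wild type peaks, AHR KO peaks, flanks and random windows, with 95% Wilson intervals. Both kinds of window were more frequent in the peaks of either list than in flanks or random windows.

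The AHR motif TNGCGTG was counted next, since it is the word that AHR and ARNT recognise. It occurred in 2.85% of wild type windows and 1.78% of their flanks over 119940 pairs, a ratio of 1.60 (exact binomial p = 1.18e-68, adjusted p = 5.9e-68). The ratio moved most in windows under 25% soft-masked, to 4.50 over 317 pairs (8.52% against 1.89%, exact binomial p = 0.000192). Among the 16086 pairs with both windows at least 75% masked there was no detectable difference (4.98% against 4.92%, ratio 1.01, exact binomial p = 0.835). Of all 123366 wild type windows 76839 were that heavily masked, and they held the motif less often than the flanks that were (3.41%, interval 3.29 to 3.54, against 4.07%, interval 3.81 to 4.34). In the AHR KO, 1.61% of windows and 1.72% of flanks held the motif over 1799 pairs (exact binomial p = 0.897). Wild type peaks held it more often than AHR KO peaks, at 2.84% against 1.55% (3507 of 123366 and 29 of 1873; odds ratio 1.86, Fisher's exact p = 0.00041, adjusted p = 0.00089). For the core GCGTG alone that order turned round, with 17.7% in wild type and 20.6% in the AHR KO (odds ratio 0.827, Fisher's exact p = 0.00122). In windows at least 75% masked, where wild type peaks did not exceed equally masked flanks, TNGCGTG was still more frequent in wild type than in AHR KO peaks (3.41% against 1.54%, 2623 of 76839 and 24 of 1560; odds ratio 2.26, Fisher's exact p = 1e-05). These comparisons did not hold CA repeats equal. With a CA repeat, TNGCGTG shares were 1.65% in wild type and 1.40% in the AHR KO (intervals 1.56 to 1.745 and 0.928 to 2.12). Without one they were 4.44% and 2.30% (intervals 4.27 to 4.62 and 1.12 to 4.66). The direction was kept but the intervals overlapped, so the difference is not separated from CA repeat content. Among windows under 25% masked, 53 of 560 wild type and 0 of 29 AHR KO windows held TNGCGTG, and 0 of 29 allows a share of up to 10.3% (Fisher's exact p = 0.0979).

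**Figure D3:**
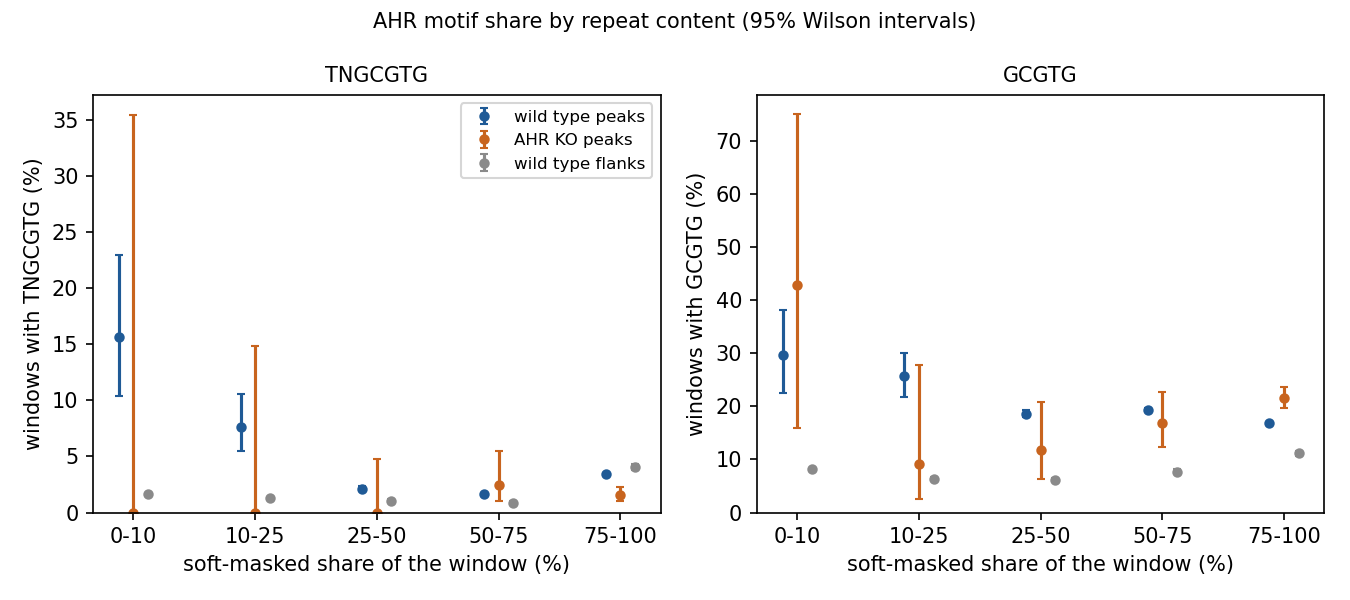
Percent of windows with TNGCGTG (left) or GCGTG (right) by the soft-masked share of the window in percent, for wild type peaks, AHR KO peaks and wild type flanks, with 95% Wilson intervals. TNGCGTG reached 15.6% in the 128 least masked wild type windows, and in the most masked it was 3.41% in peaks and 4.07% in flanks.

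Across wild type peaks, motif presence had a slight negative rank correlation with score (Spearman rho = -0.0568, permutation p = 1e-05, the smallest possible; adjusted p = 3e-05). The share went from 5.28% in the lowest 10% of scores to 1.80% in decile 9 and up to 2.33% in the highest, and among peaks with a score of at least 10 it was 3.66% (interval 2.77 to 4.81), so the relation was not a steady fall. The core alone went the other way (rho = 0.0750), as did TNGCGTG among the 560 windows under 25% masked (rho = 0.119, p = 0.0046).

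AP-1 and TEAD motifs were examined because the study names both. There, AP-1 ranked second after the AHR motif, among AHR peaks limited to open chromatin. AHR and TEAD motifs were counted together inside differentially accessible regions with an AHR peak. The windows counted here were not limited to open chromatin, so their shares do not test those results. The AP-1 word occurred in 1.27% of wild type windows and 3.27% of flanks (ratio 0.390, exact p = 1.33e-242, adjusted p = 2e-241), and the TEAD word in 7.27% and 10.7% (ratio 0.680, exact p = 1.5e-190, adjusted p = 1.1e-189). In windows under 25% masked neither difference was detectable, with ratios of 1.58 (exact binomial p = 0.248) and 1.17 (exact binomial p = 0.603). The AP-1 share of such wild type windows was not even across scores, and this was not tested. It was 4.40% below a score of 5, 4.23% from 5 to 6 and 13.3% from 6 to 8 (interval 8.11 to 21.1). It was 10% of 20 windows from 8 to 10 and 20% of 20 at 10 or more (interval 8.07 to 41.6). The flanks of these pairs held it in 3.79% (interval 2.18 to 6.50). In pairs at least 75% masked the AP-1 ratio was 0.479 and the TEAD ratio turned round to 1.24 (exact binomial p = 5.61e-10). Both AHR and TEAD words were present in 372 wild type windows (0.302%). TEAD was found in 10.6% of windows with TNGCGTG and 7.14% without (Fisher's exact p = 1.77e-13, adjusted p = 6.7e-13). The odds ratio stratified by GC content was 1.52 (interval 1.362 to 1.699), and with the core alone it was 0.716. Neither odds ratio held CA repeats equal. TNGCGTG was in 1.65% of wild type windows with a CA repeat and 4.44% without, and the core in 21.2% and 12.9%. The relation of AHR and TEAD words is therefore not separated from repeat content.

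Midpoints of wild type peaks were intergenic in 53.5%, intronic in 39.8%, at promoters in 2.95% and exonic in 0.747%. Random placement gave 49.4%, 39.8%, 3.70% and 3.22%. The intergenic, promoter and exon shares lay outside all 1000 placements (permutation p = 0.002 each, the smallest possible; adjusted p = 0.0023) and the intron share did not (p = 0.95). Among the 560 windows under 25% masked the promoter share was 15.2%. That was 3.98 times random placement anywhere, and 3.20 times random windows outside peaks that were also under 25% masked (permutation p = 0.002, the smallest possible). The peaks were nearest to the starts of 35592 of 55450 annotated genes, 16933 when only protein-coding genes were offered.

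**Figure D4:**
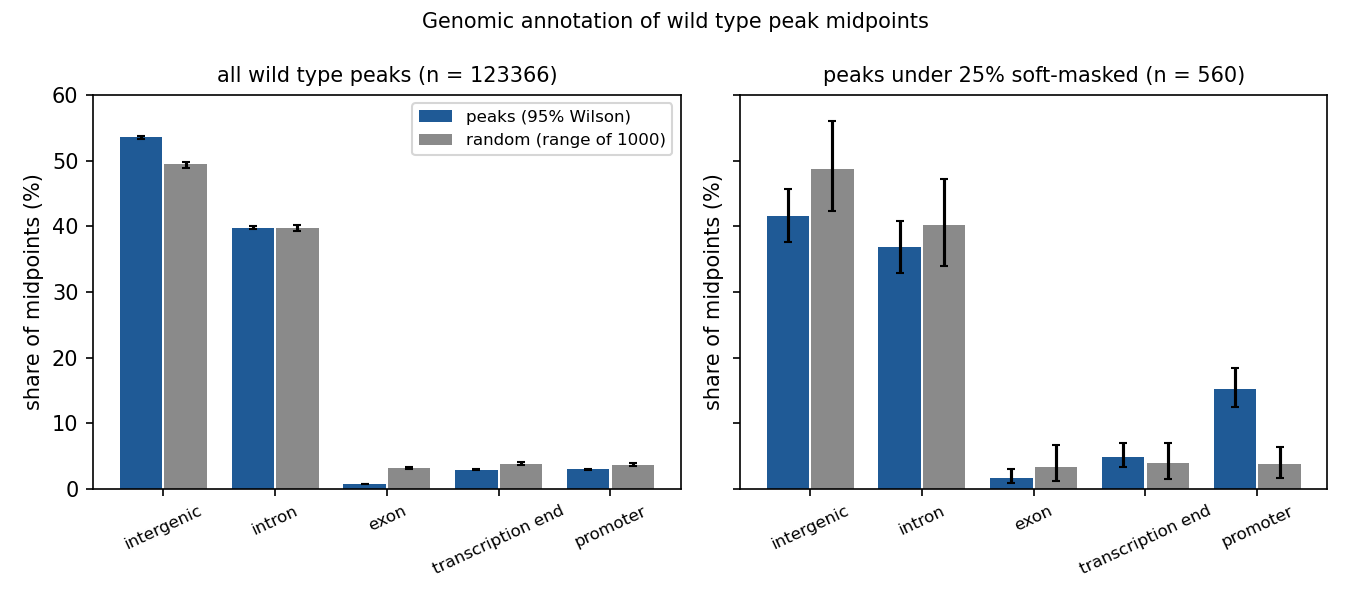
Percent of wild type peak midpoints in each annotation class (vertical axis) beside random placement, for all peaks (left) and windows under 25% soft-masked (right), with placement not limited by masking. Whiskers are 95% Wilson intervals for peaks and the range of 1000 placements for random, and promoters rise from 2.95% on the left to 15.2% on the right.

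All 17 selected active targets had a wild type peak in the gene or within 10 kb, against a mean of 83.7% in random lists (permutation p = 0.041, adjusted p = 0.044). Within 50 kb, where random lists reached 98.3%, p was 0.75. Within 2 kb the share was 88.2% against 67.3% (permutation p = 0.023). With wild type peaks in the top 10% of scores it was 70.6% against 30.3% (permutation p = 0.0002). The median best score of the 17 targets was 7.97 against 6.11 (permutation p = 0.0018, adjusted p = 0.0023). The study chose these examples with these libraries and they are not its full set of active targets, so the test is not independent evidence and does not extend to that set. The best peak was a CA repeat for 12 of the 17 genes and under 25% masked for 4, which were Cyp1a1, Cyp1b1, Ahrr and Cdx2. At Cdx2 a pair of peaks shared the best score, and taking the other would make these counts 13 and 3.

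At Cyp1a1, the best peak lay on chromosome 9 from 57696413 to 57696924 (GRCm38) with a score of 17.97, rank 79 of the list. It was in an intron of the longest transcript and at the promoter of a shorter one, was 0% masked and held 5 GCGTG cores. The Cyp1b1 peak on chromosome 17 from 79715798 to 79716108 had a score of 10.8, lay at -892 bp from the start and was 2.0% masked. The Ahrr peak, in an intron on chromosome 13 from 74259915 to 74260186, had a score of 10.97 and was 0% masked. None of these overlapped an AHR KO peak. The Sox9 promoter peak on chromosome 11 from 112781713 to 112782046, at -344 bp from the start, had a score of 14.9, held TNGCGTG and was also a CA repeat, 51% masked. At Cdx2 the best score was 4.98, below the list's median, and a pair of peaks had it. The one on chromosome 5 from 147299573 to 147299752 lay 1142 bp past the end of the gene, held TNGCGTG and was 20.5% masked. The other, from 147313572 to 147313757, lay at -6395 bp from the start, did not hold the motif and was a CA repeat, 66.5% masked. Rnf43 had a score of 22.3 at an intronic peak on chromosome 11 from 87686067 to 87686510, 47.5% masked and without a CA repeat. Ankrd1 and Chga had no wild type peak. AHR KO peaks were found at Fut9 and Itga2, 1 each, and at none of the other genes given here.

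**Figure D5:**
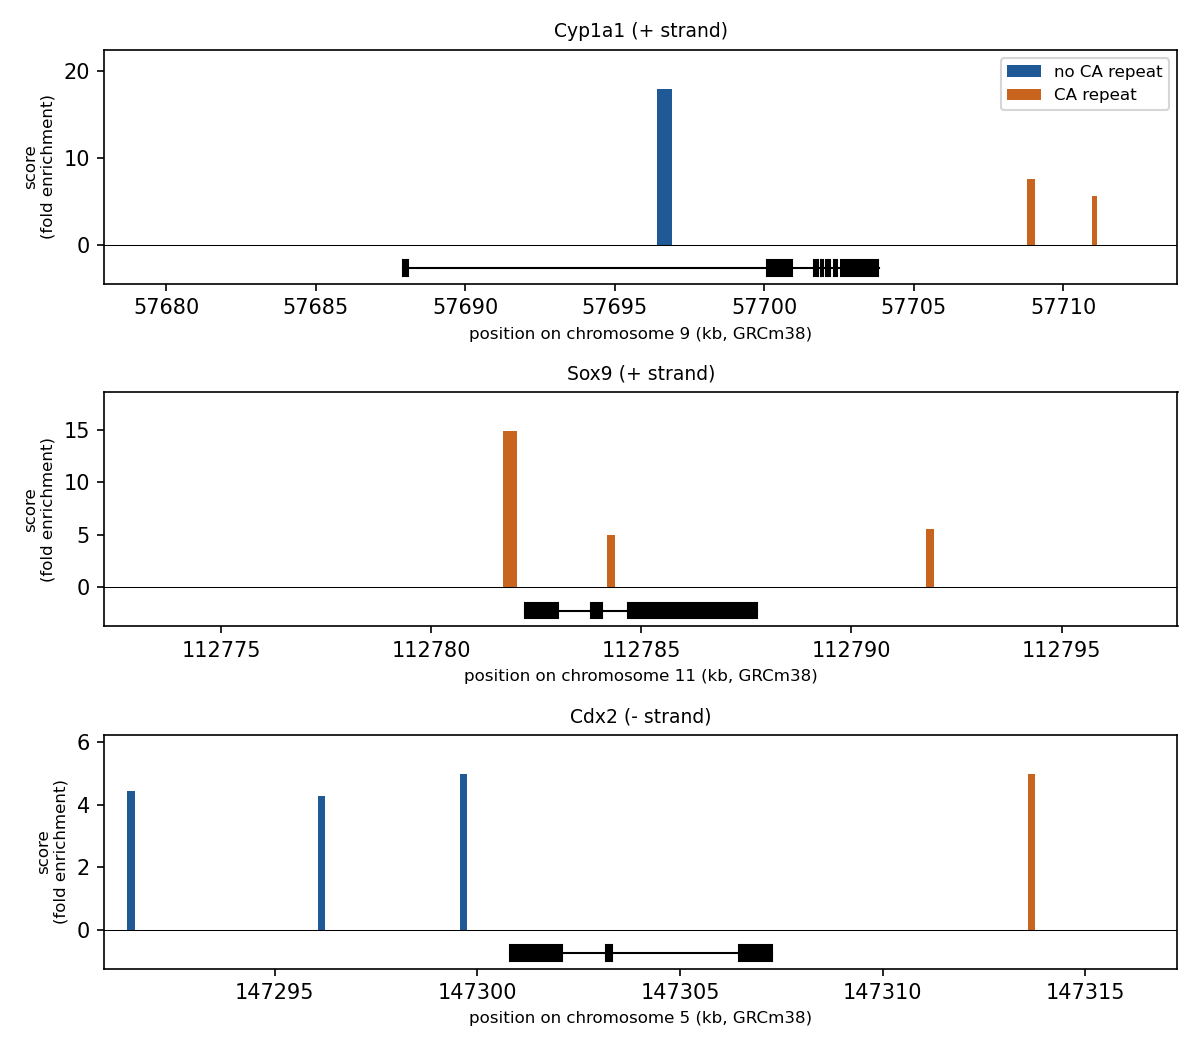
Wild type peaks by score in fold enrichment (vertical axis) and position in kb (horizontal axis) at Cyp1a1, Sox9 and Cdx2, coloured by whether the central window is a CA repeat, with exons of the longest transcript as black boxes. The highest peak of Cyp1a1 has no CA repeat, that of Sox9 has one, and the AHR KO list has no peak in these regions.

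Of the 10 highest wild type peaks, with scores from 32.2 to 60.4, 9 were CA repeats, 9 held GCGTG in the window and 1 overlapped an AHR KO peak. The highest lay in an intron of Ms4a8a on chromosome 19 from 11074114 to 11074572. Of the 10 highest AHR KO peaks, with scores from 16.2 to 28.7, 7 were tandem GGAAT repeats, 3 were CA repeats and all 10 overlapped a wild type peak. The highest was intergenic on chromosome 17 from 4626007 to 4626751.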

Values the study reported

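The study reported 121695 peaks bound by AHR in organoids in WENR medium, and assigned them to 18416 different genes.
For ChIP-seq, its methods describe organoids of both genotypes, wild type and AHR KO, as derived from 4 biological replicates.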

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

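An alternative setting can bear on several results. Of the 75 values obtained this way, 50 were counted as the same and 25 were not. For values with a p-value, the same meant an unchanged direction on the same side of the threshold. Counts and shares without a p-value had no single limit. Nearest genes at 24984 in place of 35592, with peaks within 10 kb of a start, counted as the same. The wild type share with an AHR KO peak, at 1.09% in place of 1.51%, did not. The settings on repeat content were chosen after the data were seen. The cause was not tested for the changes below unless stated.

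A minimum score at the AHR KO median left 16325 wild type and 966 AHR KO peaks. The share of wild type peaks with an AHR KO peak was 1.09% with reciprocal overlap and 8.92% in the top 10% of scores. The overlap of AHR KO peaks with wild type peaks stayed above all random placements in the 7 alternatives run, from 59.1% to 97.7%. The score difference of shared peaks kept its direction in both of its alternatives, 2.32 and 2.45.

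The ratio of TNGCGTG in peaks to flanks depended on repeat content, from 1.01 in pairs at least 75% soft-masked (exact binomial p = 0.835) to 4.50 in pairs under 25% masked. In the other alternatives it lay between 1.36 in the upper 50% of scores and 2.31 against random windows matched on GC and CpG, each with a p under the threshold. Against the AHR KO list, windows at least 75% masked gave an odds ratio of 2.26, the core alone reversed the odds ratio to 0.827, and windows without a CA repeat kept the direction at 1.98 but not the call (Fisher's exact p = 0.0693), with 305 AHR KO windows left. No odds ratio could be given for windows under 25% masked, where 0 of 29 AHR KO windows held the motif. The relation to score reversed with the core alone (0.0750) and in windows under 25% masked (0.119). The odds ratio of AHR with TEAD reversed to 0.716 with the core. In windows under 25% masked AP-1 went to 1.58 and TEAD to 1.17 times the flanks, neither past the threshold over 317 pairs, and in pairs at least 75% masked TEAD went to 1.24 (exact binomial p = 5.61e-10).

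The promoter share relative to random rose from 0.797 to 1.05 in the top 10% of scores (permutation p = 0.31) and to 3.98 in windows under 25% masked. The intergenic share fell to 0.994 (permutation p = 0.57) and 0.854 (permutation p = 0.002) under the same settings. The intron share, which did not differ from random at first, was 0.975 with protein-coding genes and 1.08 in the top 10% (permutation p = 0.002 each), and 0.914 in windows under 25% masked, not past the threshold (permutation p = 0.088). The masked limit in those figures applied to peaks but not to the random placements. With random windows also under 25% masked the promoter share was 3.20 and the intron share 0.851 times random (permutation p = 0.002 each), and the intergenic share was 0.973 (permutation p = 0.6). Nearest genes numbered 16933 when only protein-coding genes were used. All active targets taken (100%) had a peak within 50 kb, which was no longer above random lists, since nearly every random gene also had one.

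Leaving out each culture was not run because the wild type list does not say which culture a peak comes from. No paired analysis was possible because the lists hold no value per culture. At the AHR KO background a peak with the median wild type score would have a pileup of 5.84 fragments, and the lowest AHR KO pileup on the step was 5.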

Other observations

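The tests of random coverage, of CA repeats as carriers of the core, of score against motif and of GGAAT repeats were chosen after the result was seen.

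The peaks were nearest to 35592 genes of all kinds here, and to 16933 when only protein-coding genes were offered. The first is higher and the second lower than the value quoted from the study, so the difference depends on the set of genes.

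Most AHR KO peaks overlapped a wild type peak. Random coverage is argued against as the cause, since at most 4.43% of randomly placed peaks fell in the wild type list. Windows that are mostly repeat are argued against as the whole cause by the AHR KO peaks under 50% soft-masked, of which 90.6% overlapped a wild type peak. Of the 72 that also held no CA repeat, 65 did so. Such windows can still be masked in part, as only 29 AHR KO windows were under 25% masked. Sequence outside the central 200 bp was not examined, so a part played by repeats in these peaks is not excluded. Signal that does not need AHR, such as antibody binding elsewhere or uneven input, may remain among the wild type peaks. The input libraries of both genotypes bear on uneven input, but they were not analysed here. For antibody binding elsewhere, the design names no sample beyond the AHR KO ChIP.

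The shorter AHR KO list may come in part from its lower depth, at a background ratio of 9.56. As the whole cause, depth would leave peaks with and without a CA repeat equally likely to be found again at equal score, if equal score meant equal enrichment. That condition was not tested. Scores carry counting error, and CA repeats went from 8.39% of wild type windows in the lowest 10% of scores to 88.7% in the highest. Over all wild type peaks in bins of equal score, those without a CA repeat had an odds ratio of 0.732 (interval 0.634 to 0.845). The prediction was written before the test, but the width of the bins was settled after several forms had been run. With width also held it was 0.500. Among peaks on the step the forms gave 0.231 and 0.153, and among those off it 0.725 and 0.538, so the form kept is the mildest. The difference was not uniform: between scores of 5 and 6 the shares were 0.744% without and 0.511% with a CA repeat, the order was also turned at 15 or more, and at scores of 10 or more as a whole the odds ratio was 0.710 with Fisher's exact p = 0.184. Without that condition the test cannot exclude depth as the whole cause. Differences in fragment length and in library preparation also stay open, as does the genotype, and 1 AHR KO library cannot part them.

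The GCGTG core was more frequent in peaks than in flanks. CA repeats carry much of it, with 14993 of 21810 such wild type windows, but without CA repeats the ratio was still 1.68. Against random windows of the same GC content and CpG number it was 2.69. In pairs at least 75% masked the ratio was 1.14, so the difference was small where both windows were heavily masked. The core had a similar ratio in AHR KO peaks, 2.28 against their own flanks, so its frequency alone does not separate the genotypes in these lists.

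TNGCGTG had a negative rank correlation with score, though not a steady fall. Repeat sequence may be behind this, since among windows under 25% masked rho was 0.119 and among those at least 75% masked it was -0.0728. A hypothesis is that a small set of unmasked peaks, with Cyp1a1, Cyp1b1 and Ahrr among them, holds a larger part of AHR binding than the list as a whole. The promoter share of peaks under 25% masked, 3.20 times that of random windows under the same limit, goes with this hypothesis. Promoters are also rich in CpG and open chromatin, which was not tested in that set. Other values go against the hypothesis, since peaks under 25% masked made up 1.55% of the AHR KO list and 0.454% of the wild type list. Of wild type peaks under 50% masked without a CA repeat, 2.64% were shared below a score of 5, against 0.323% of all. At scores of 10 or more the order was turned, at 19.4% against 23.4% with overlapping intervals. Wild type peaks that held GCGTG without a CA repeat were shared less often. At scores of 10 or more 1 of 42 was shared (2.38%, interval 0.422 to 12.3), against 23.4% of all (interval 21.2 to 25.7). Below 5 the share was 0.132% (interval 0.0606 to 0.288). That set was not limited by masking, so it bears on the hypothesis only in part.

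The TEAD word in the highest AHR KO peaks lay in tandem GGAAT repeats, which contain it. Of the 7 peaks in the top 10 with the word, 100.0% were of that kind. All 14 tandem GGAAT windows of the AHR KO list overlapped a wild type peak.

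Chromosome X held 10.8 wild type peaks per Mb against 50.5 on the autosomes, 21.4% of their density (Poisson interval 20.4 to 22.4), and in the AHR KO list the figure was 11.97%. Fewer CA repeats do not account for it alone, because their density on X was 63.2% of the autosomes. Of the CA-repeat tiles on X, 2.02% held a wild type peak, against 25.2% on the autosomes. A single copy of X is a candidate explanation: with pileups halved, 4.43% of autosomal peaks would still reach the 5th percentile of pileups, and the density on X was not below that. This test is lenient, as it sets only a lower bound. No biological explanation was tested.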
